A study of Mus musculus with 36 samples. Its data were reported in "Epigenetic traits inscribed in chromatin accessibility in aged hematopoietic stem cells" (2022).

How the data were processed

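Single-read ATAC-seq of 60 bp was performed by the authors on 36 libraries, each from 20000 cells sorted from bone marrow of young (10 weeks) or aged (20 months) C57BL/6 mice, with fragments selected between 240 and 360 bp. Per the study's methods, reads were aligned with Bowtie2 to the mouse genome build mm10, the mapped reads of each library were subsampled to the same number, and peaks were called with MACS2 in each library at a fixed q-value limit, without its fragment model. Each library is deposited as its own list of peaks with their summits. The lists hold no read counts, so the count model with which the study compared the ages could not be run.

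The deposited lists give, for each summit, a fold enrichment over the local background, which is a ratio computed by MACS2, the -log10 p-value and the -log10 q-value, and an integer score. The score deposited with each summit was 10 times the -log10 q-value cut to a whole number in 100% of entries, with a tolerance of 1. The smallest -log10 q-value lay between 3.00 and 3.02 in all libraries. Fold enrichment, p-value and q-value were used to filter or rank peaks within a library and to recover its background and depth, and fold enrichment was also compared between libraries at the regions called in all of them. Peak starts are counted from 0 in the deposited lists, and coordinates are given here counted from 1, on mm10.

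Entries with the same interval and different summits were counted as 1 peak, which left 1204561 peaks of 1358077 entries. The number of reads behind each library was recovered from the background of weak peaks, since fold enrichment and the Poisson p-value together give the background level, which was solved for 99.7% to 100.0% of such entries. Background over fragment length was equal between libraries to 0.0500% (SD over mean), so the depth was alike in all 36. The smallest peak width, which follows the fragment length used in peak calling, ranged from 132 to 191 bp and was 132 to 139 bp in GMPs, so 1 fixed length was not used for all libraries. Peak names in 35 libraries hold a decimal between 0.249 and 0.965, read here as the share of reads kept in subsampling, and names in 9 of 18 aged and 2 of 18 young libraries hold the word "new", whose meaning the labels do not give.

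Peaks of all libraries that overlapped by at least 1 bp were merged into a catalogue, and a region was called in a library when it overlapped a peak of that library. Regions were annotated by their centre with the protein-coding transcripts of GENCODE release 21 for mouse (basic set, build GRCm38, which is the assembly of mm10), with promoters from 1000 bp upstream to 100 bp downstream of a TSS. Each region was assigned to the gene with the nearest TSS, which need not be the gene it acts on. Motifs were searched as 16 consensus sequences on both strands within 100 bp of the median summit.

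Groups were taken from the sample labels. Young and aged libraries were compared within fractions, with ages permuted within each fraction (exact where all labellings could be listed, otherwise 100000 resamples), two-sided and with a threshold of 0.05. Only HSCs, with 4 libraries per age, can reach p under 0.05 alone. Tests over several fractions treat the fractions as independent. The study describes marrow of each age as pooled before sorting, so libraries of one age may share a pool, and p-values over fractions would then be too small. HSC regions called in all libraries of one age and none of the other were compared with those of the 35 splits of the 8 libraries, and each region was tested with Fisher's exact test. Control regions were called in exactly 4 of the 8 HSC libraries in any other pattern than the age split. Regions over all fractions were tested with an exact conditional test that takes fraction as stratum, and 100 labellings including the real one were compared. P-values over regions and over motifs were adjusted after Benjamini and Hochberg. Whether the change with age differed between MPPs and oligopotent fractions was tested with ages permuted within fractions and, separately, with the 7 fractions assigned to the groups in all 35 ways. A permutation of the fraction labels tested the overlap within against between fractions.

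The comparisons between ages and between fractions, the annotation and motif tests, the alternatives and the genes and regions to name were chosen before the data were examined. The repeat content, the rows of regions on chromosomes X and Y, the assignment of fractions to groups and the fold enrichment at shared regions were examined only afterwards. Named regions were the 5 aged-only and 5 young-only HSC regions with the highest value of the lowest within-library percentile of fold enrichment, the 5 regions with the smallest adjusted p per direction over all fractions (ties placed by the larger difference in calls and then by position), and the region at or nearest to the TSS of listed marker genes. Alternatives were peaks of -log10 q of at least 5 and of at least 10, equal numbers of the strongest peaks per library within a fraction, a peak that covers at least 50% of a region, regions built from summits no more than 200 bp apart, calls in 3 of 4 libraries or with 1 call in the other age, replicates 1 and 2 or 3 and 4 of HSCs alone, other control regions, other measures of overlap, pairing by replicate number, and each library left out in turn.

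Region tests were tested on simulated calls drawn from the call rate of each region in each fraction. In all fractions, 200 regions were set to a call probability of 0.95 in one age and 0.05 in the other. Of these, 193 were found (96.5%) among 103863 regions tested, with 0 calls among unchanged regions. At probabilities of 0.8 and 0.2 the test found 0. Changes limited to some fractions were not simulated for this test. A rise of 19.6 percentage points put into the HSC aged-only regions of aged MPP libraries was found as 21.7 points over control in MPP1 to MPP4 and as 0.307 points in GMPs, MEPs and CLPs.

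For the repeat content of regions, 31-base sequences at steps of 5 bp within 100 bp of the median summit were counted in the assembled chromosomes on both strands, and a region was called repeated when over 50% of them occurred more than once. Regions on unplaced scaffolds had no value. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 were used.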

Results

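Chromatin accessibility was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, in 8 fractions of mouse bone marrow sorted from young (10 weeks) and aged (20 months) C57BL/6 mice. The fractions were hematopoietic stem cells (HSCs), the multipotent progenitors MPP1, MPP2, MPP3 and MPP4, and 3 oligopotent progenitors, which give rise to granulocytes and macrophages (GMPs), to lymphoid cells (common lymphoid progenitors, CLPs) or to megakaryocytes and erythrocytes (MEPs). HSCs had 4 libraries per age and every other fraction had 2 per age, 36 libraries in all, each from 20000 cells. The deposited values were lists of peaks per library and held no read counts, so accessibility was compared as the presence or absence of a called peak. The read depth recovered from the background of the peak statistics was alike in all libraries, between 8.98 and 9.0 M reads (M, 1e6) if the peak caller's default mouse genome size was used.

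The libraries held 1204561 peaks, between 9581 and 63288 per library with a median of 33200. Young HSCs had 32705 ± 5159 peaks (SD, n = 4) and aged HSCs 31631 ± 455 (SD, n = 4). GMPs had the most peaks, with 57932 ± 7575 in young and 60910 ± 508 in aged mice (SD, n = 2 each), and MEPs the fewest, with 9807 ± 319 in young and 10502 ± 763 in aged mice (SD, n = 2 each). The group means of MPP1 to MPP4 and CLPs lay between 29686 and 37470 peaks. The number of peaks showed no difference between the ages past the threshold, over all fractions or in HSCs. In MPP3 both aged libraries (27087 and 32284 peaks) lay below both young ones (34380 and 34432), a difference of -4721 peaks. With 2 libraries per age no exact permutation p under 0.333 can be reached. The mean over fractions of aged minus young was 110.5 peaks (two-sided permutation test within fractions, 100000 resamples, p = 0.920). In HSCs aged minus young was -1074 peaks (two-sided exact permutation test, p = 0.657). The comparisons of replicates 1 and 2 alone and of replicates 3 and 4 alone moved the HSC value most, to -5343 and 3194 peaks (exact permutation p = 0.333 each, the smallest possible).

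**Figure D1:**
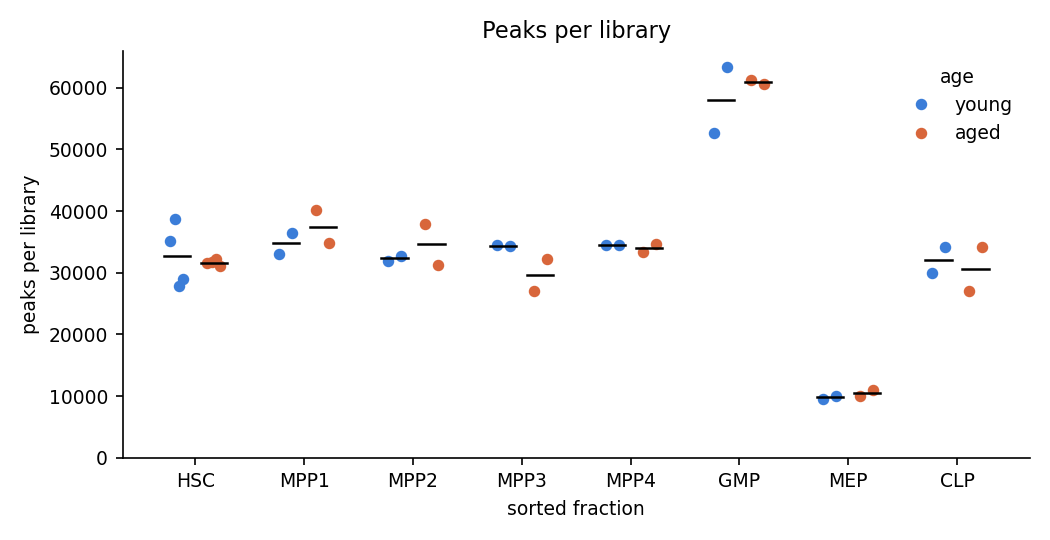
Number of peaks per library (y axis, peaks) for each sorted fraction (x axis), with 1 point per library, young in blue and aged in orange, and the group mean as a black line. GMP libraries lie between 52576 and 63288 peaks and MEP libraries between 9581 and 11041, and in MPP3 both aged libraries lie below both young ones.

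Promoters, from 1000 bp upstream to 100 bp downstream of a transcription start site (TSS), held 29.6% of the peaks in the median library. The share was 58.1% ± 1.02 in young and 56.6% ± 1.18 in aged MEPs, and 19.7% ± 2.06 in young and 19.3% ± 0.0978 in aged GMPs (SD, n = 2 each). MEPs had 5694 ± 84.9 promoter peaks in young mice and 5935 ± 308 in aged mice (SD, n = 2 each), against a median of 9783 over all libraries.

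Merging all peaks that overlapped by at least 1 bp gave a catalogue of 105005 regions with a median width of 336 bp. Of these, 12694 (12.1%) lay at promoters, 42353 (40.3%) in introns and 42794 (40.8%) between genes. A single library called 19334 regions, and 5335 regions were called in all 36 libraries. The fraction in which a region was called was taken from calls in at least 2 of its libraries, which placed 81358 regions. HSCs or MPPs but no oligopotent fraction called 14480 regions (17.8%), GMPs alone 23086 (28.4%), MEPs alone 1016 (1.25%) and CLPs alone 2376 (2.92%), while 37684 (46.3%) were called in HSCs or MPPs and in at least 1 oligopotent fraction. The share of the HSC and MPP class moved most when a peak had to cover 50% of the region, to 25.3%. Of the 11159 regions called in all other fractions, MEP libraries called 60.5% on average. The lowest such value among the other fractions was 99.5%, in CLPs. Regions may thus be accessible in MEPs without a call there, so the MEP class may be too small and the classes without MEPs too large.

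Among the genes chosen before the data were examined, the regions at the TSS of Mpo, Elane and Cebpe belonged to the class called in GMPs alone. The other genes chosen as markers of a lineage did not separate the fractions in this way. The region at the TSS of Hlf (chromosome 11, 90390659 to 90391144) was called in all HSC, MPP, GMP and CLP libraries, and the regions at or nearest to the TSS of Meis1, Klf1, Epor, Dntt and Ebf1 were called in all HSC libraries and in oligopotent fractions. Those of Hoxa9 and Mecom were called in GMPs and in some HSC or MPP libraries, that of Il7r in MPP4, GMPs and CLPs, and that of Gata1 in 3 of 4 MPP2 libraries and 1 of 4 MEP libraries. The region at the TSS of Vwf (chromosome 6, 125552724 to 125553149) was called in 2 of 4 young and 2 of 4 aged HSC libraries. The region at the TSS of Selp (chromosome 1, 164115117 to 164115568) was called in 3 of 4 HSC libraries of each age, and that at the 5'-UTR of Clu (chromosome 14, 65968366 to 65968917) in all 8. In MPPs the Selp region was called in 1 young and 5 aged libraries. Over all fractions it was called in 5 young and 10 aged libraries (exact conditional test, p = 0.114). The Clu region was called in 17 young and 16 aged libraries, and the Vwf region in 2 of each age. No region was nearest to Rag1. None of the regions nearest to these genes was called in all HSC libraries of one age and in none of the other.

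Whether libraries of a fraction share more accessible sequence with each other than with other fractions was asked with the Jaccard index, the length covered in both libraries over the length covered in either. The index was 0.587 ± 0.0465 (SD) over the 70 pairs of the same fraction and 0.409 ± 0.128 (SD) over the 560 pairs of different fractions, a difference of 0.177 (two-sided permutation test, 100000 resamples, p = 1e-05, the smallest they can give). HSCs overlapped with MPP1 (0.559 ± 0.0282, SD, 32 pairs) as much as with each other (0.558 ± 0.0241, SD, 28 pairs), and less with MPP2 (0.520), MPP3 (0.497), MPP4 (0.474), CLPs (0.388), GMPs (0.313) and MEPs (0.223). Unequal covered lengths limit the index. The mean length was 3.49 Mb in young and 3.79 Mb in aged MEPs, against 12.2 Mb in young and 11.7 Mb in aged HSCs. MEPs could thus not reach a high index with HSCs, and this limit also enters the difference of 0.177.

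Age separated the libraries to a smaller extent. Within fractions, pairs of the same age had an index 0.00667 higher than pairs of different ages (two-sided permutation test, 100000 resamples, p = 0.0150), but it no longer passed the threshold when any one of 6 libraries was left out. These were young MPP3 replicate 1 (0.00610), young CLP replicate 1 (0.00431), young CLP replicate 2 (0.00349), aged MPP3 replicate 1 (0.00380), aged MPP4 replicate 1 (0.00521) and aged GMP replicate 1 (0.00544). In HSCs the difference was 0.0172, with 0.568 ± 0.0231 (SD, 12 pairs) for the same age and 0.551 ± 0.0229 (SD, 16 pairs) for different ages (exact permutation test over 35 splits, p = 0.0286, the smallest the design allows), and it did not pass when any one of the 8 libraries was left out (0.0113 to 0.0238). HSC replicates 1 and 2 also stood apart from replicates 3 and 4. Pairs of the same age and the same set of replicates had an index of 0.595 ± 0.0129 (SD, 4 pairs), pairs of the same age from different sets 0.554 ± 0.0110 (SD, 8 pairs), pairs of different ages within a set 0.553 ± 0.0284 (SD, 8 pairs), and pairs that differed in both 0.548 ± 0.0174 (SD, 8 pairs). Within each set the difference kept its direction, at 0.0294 in replicates 1 and 2 and 0.0550 in replicates 3 and 4, where 2 libraries per age allow no exact permutation p under 0.333. Only pairs of the same age and set stood apart. Pairs of the same age from different sets (0.554) lay close to pairs of different ages (0.553 and 0.548). The test over 35 splits treats the 8 libraries as independent. A pool of marrow shared by libraries of one age and set would give the same pattern, so it cannot be told apart from an effect of age.

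To find the regions that differ between young and aged HSCs, regions called in all 4 libraries of one age and in none of the other were counted. Of 51625 regions called in HSCs, 222 were called only in aged HSCs (aged-only) and 143 only in young HSCs (young-only). The total of 365 was the highest of the 35 splits of the 8 libraries into 4 and 4. The split of replicates 1 and 2 from replicates 3 and 4 gave 256, and the mean of all other splits was 90.1. A region called in 4 against 0 libraries had a Fisher exact p of 0.0286, the smallest possible, so after Benjamini-Hochberg adjustment over 34285 regions none of the 365 passed. With only peaks of -log10 q of at least 10, 134 aged-only and 94 young-only regions were left, and 1 other split reached a higher total (238 against 228). With at most 1 call allowed in the other age, the age split gave 1056 regions and the highest other split 1133, and 3 of the 35 splits gave at least 1056, the age split included.

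**Figure D2:**
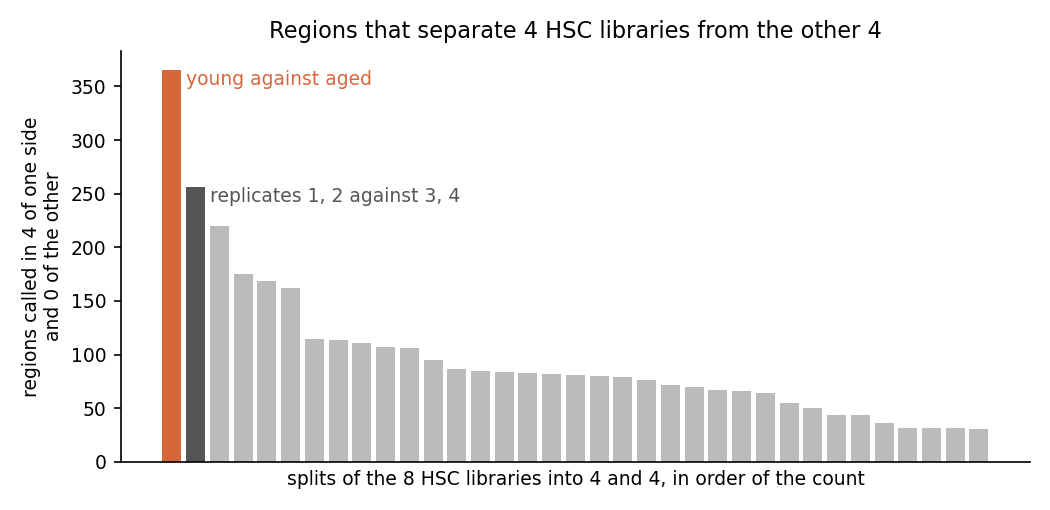
Number of regions called in all 4 libraries of one side and in none of the other (y axis, regions) for each of the 35 splits of the 8 HSC libraries into 4 and 4 (x axis, in order of the count). The split by age, in orange, gives 365 regions and the split of replicates 1 and 2 from replicates 3 and 4, in dark grey, gives 256.

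The counts within each set of replicates went in different directions. Replicates 1 and 2 gave 797 aged-only and 2617 young-only regions, and replicates 3 and 4 gave 2891 aged-only and 1326 young-only regions. Of the 797 aged-only regions of replicates 1 and 2, 222 were aged-only and 9 young-only in replicates 3 and 4. Of the 2617 young-only regions of replicates 1 and 2, 143 were young-only and 166 aged-only in replicates 3 and 4. To compare the fractions on an equal footing, the same count was made on replicates 1 and 2 of every fraction and divided by the mean of the other 2 splits of the same 4 libraries. The ratio was 2.16 in HSCs, 1.25 in MPP1, 1.38 in MPP2, 1.01 in MPP3, 1.32 in MPP4, 1.17 in GMPs, 1.05 in MEPs and 1.17 in CLPs. With 3 splits no p-value was computed. In MPP3 and CLPs the split by replicate number exceeded the split by age (2533 against 2032 and 2149 against 2017 regions).

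The strongest aged-only region, by the lowest percentile of fold enrichment among the 4 libraries, lay in an intron of Acadm (chromosome 3, 153929433 to 153929977) with a fold enrichment of 15.2 to 17.7. It was called in 16 aged and 3 young libraries over all fractions. The next aged-only regions lay between genes nearest to Gcfc2 (chromosome 6, 81738145 to 81738717) and Kcna4 (chromosome 2, 107231586 to 107232186) and in introns of Gnal (chromosome 18, 67144544 to 67144891) and Tmem132c (chromosome 5, 127537513 to 127537933, with the TSS of Slc15a4 as the nearest). These 4 were called in both aged MPP1 libraries and in no young library of any fraction. The strongest young-only regions lay at the promoter of Hfm1 (chromosome 5, 106925675 to 106926185), between genes nearest to Fgf6 (chromosome 6, 126996174 to 126996906), Flt1 (chromosome 5, 147747892 to 147748494) and Arsi (chromosome 18, 60881236 to 60881661), and in an intron of Ankrd28 (chromosome 14, 31761751 to 31762177). Those near Fgf6, Flt1 and Ankrd28 were called in all 8 young and all 8 aged MPP libraries.

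Whether the HSC differences persist in progenitors was asked by following both sets into the 28 progenitor libraries, against 3062 control regions called in 4 of the 8 HSC libraries in another pattern than age. In MPP1 the aged-only regions were called in 54.3% ± 6.05 per aged library and 13.7% ± 3.50 per young library, while the control regions were called in 62.8% ± 9.63 and 54.8% ± 8.24 (SD, n = 2 each). The difference over control was 32.6 percentage points in MPP1, 8.58 in MPP2, 13.6 in MPP3 and 10.1 in MPP4, with a mean of 16.2 (two-sided exact permutation test within fractions, p = 0.00154, the smallest possible). This test treats the fractions as independent. If libraries of one age and number came from the same pool of marrow, only 2 pools per age would stand behind it, and no exact permutation p under 0.333 could be reached. In MPP3 the difference over control came mostly from the control regions, whose share fell by 10.7 points while that of the aged-only regions rose by 2.93 points. When single libraries were left out, the mean ranged from 11.8 to 17.4, and the values of single fractions from 23.8 to 35.99 in MPP1, 4.33 to 10.6 in MPP2, 9.07 to 18.2 in MPP3 and 7.40 to 11.7 in MPP4. MPP2 moved most without aged HSC replicate 2 (4.33) and aged HSC replicate 4 (5.27), and MPP3 was lowest without aged MPP3 replicate 1 (9.07). Over the other alternatives the mean ranged from 4.85 to 16.5, and the single fractions from 9.06 to 33.4 in MPP1, -0.419 to 12.5 in MPP2, 4.77 to 13.5 in MPP3 and 5.42 to 12.4 in MPP4. In GMPs, MEPs and CLPs the mean was 0.976 points (exact permutation p = 0.722). It ranged from 0.381 to 2.25 over the alternatives and from -0.381 (without aged CLP replicate 1) to 2.33 (without aged CLP replicate 2) when single libraries were left out, past the threshold in none. In CLPs the value was 3.11 because the control share changed by -4.46 points and the aged-only share by -1.35. Without single libraries the value ranged from -0.963 to 7.18 in CLPs and from -1.92 to -0.352 in MEPs. Over the alternatives it ranged from 1.45 to 5.91 in CLPs and from -1.15 to 0.785 in MEPs. The young-only regions were called less in aged than in young MPP libraries, by a mean of -9.10 points over control (exact permutation p = 0.00154, the smallest possible), and by -2.10 points in GMPs, MEPs and CLPs (exact permutation p = 0.0833). With region sets from HSC replicates 3 and 4 alone, which share no replicate number with the progenitors, the means in MPP1 to MPP4 were 4.85 points for aged-only regions (exact permutation p = 0.0108) and -3.55 points for young-only regions (exact permutation p = 0.00463). With equal numbers of peaks per library within a fraction, the young-only mean in MPP1 to MPP4 was -4.66 points and no longer passed the threshold (exact permutation p = 0.0525).

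**Figure D3:**
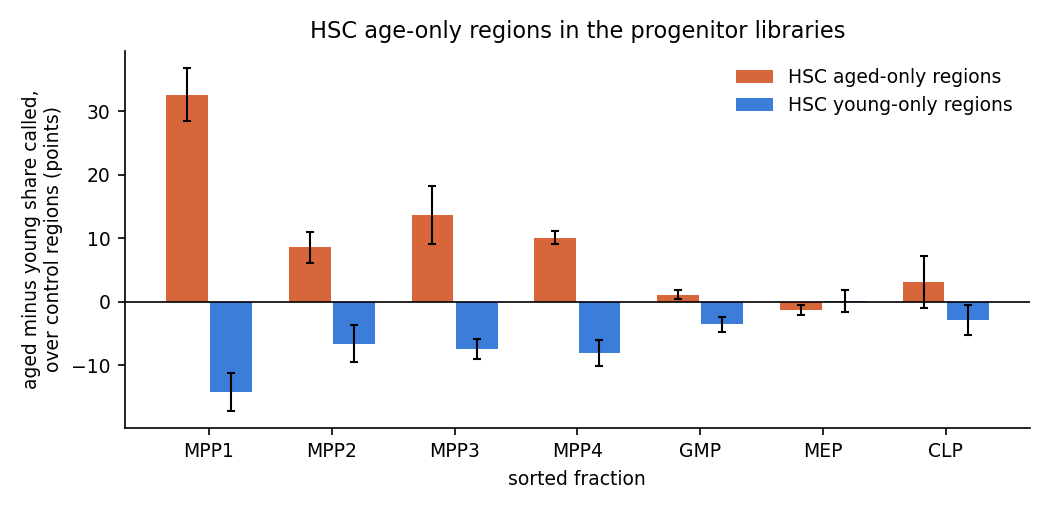
Difference between aged and young libraries in the share of HSC age-only regions called, over the same difference in control regions (y axis, percentage points), for each progenitor fraction (x axis). Orange bars are aged-only and blue bars young-only regions, and error bars are the replicate SD (2 libraries per age). Aged-only regions lie 8.58 to 32.6 points over control in MPP1 to MPP4, which in MPP3 is mostly a fall of the control regions, and at 1.07 in GMPs, -1.25 in MEPs and 3.11 in CLPs. In CLPs the aged-only share fell too, and the value comes from a larger fall of the control regions.

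The aged-only regions lay at promoters less often than the control regions (13 of 222, 5.86%, against 383 of 3062, 12.5%, log2 odds ratio -1.20, two-sided Fisher exact p = 0.00191), and the direction and call held in all alternatives. The young-only regions lay at promoters in 29 of 143 cases (20.3%, log2 odds ratio 0.83, Fisher exact p = 0.0101), which depended on the comparison. Against all regions called in HSCs, of which 20.5% were promoters, the log2 odds ratio was -0.024 (Fisher exact p = 1). Of the aged-only regions, 166 of 222 (74.8%) belonged to the class called in HSCs or MPPs but no oligopotent fraction, against 43.4% of control regions (log2 odds ratio 1.95, Fisher exact p = 7.37e-20). Of the young-only regions 31 of 143 (21.7%) did (log2 odds ratio -1.47, Fisher exact p = 1.40e-07). Neighbouring regions are not independent, and these tests treat them as such.

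Of 16 transcription factor motifs tested as consensus sequences within 100 bp of the peak summit, 1 passed after adjustment over both sets. RUNX sites occurred in 42 of 222 aged-only regions (18.9%) and 10.8% of control regions (log2 odds ratio 0.94, Fisher exact test, adjusted p = 0.0194). In the same exact test the call was lost against controls matched in width and GC content (log2 odds ratio 0.65, adjusted p = 0.378) and when a peak had to cover 50% of the region (0.74, adjusted p = 0.154), and over 8 alternatives the adjusted p ranged from 2.77e-06 to 0.378. By the same exact test, the log2 odds ratio in aged-only regions was 0.75 for STAT (4 of 222 regions, adjusted p = 0.555), 0.26 for ATF/CRE (2 regions, adjusted p = 0.876), 0.78 for CNC (7 regions, adjusted p = 0.423), -1.18 for HOX (1 region, adjusted p = 0.888) and -0.07 for FOX sites (6 regions, adjusted p = 1). In young-only regions it was 1.40 for STAT (4 of 143 regions, exact test, adjusted p = 0.317) and 1.5 for ATF/CRE sites (3 of 143 regions, adjusted p = 0.343). With so few matches to a fixed consensus an enrichment could be missed, so these values do not argue against one. STAT sites in young-only regions passed among peaks of -log10 q of at least 5 (5 of 122 regions, log2 odds ratio 2.57, Fisher exact test, adjusted p = 0.0492). CTCF sites, included as a control, occurred in 0.450% of aged-only and 3.4% of control regions (Fisher exact test, adjusted p = 0.0996). With calls in 3 of 4 libraries as the definition, their lower share in aged-only regions passed (log2 odds ratio -1.28, Fisher exact test, adjusted p = 0.0364).

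For a test over all fractions, the calls in aged and young libraries were compared per region with fraction as stratum (two-sided exact conditional test). Of 85292 regions tested, 0 passed after Benjamini-Hochberg adjustment, with a smallest adjusted p of 0.235. At an unadjusted p under 0.05 there were 1169 regions, 611 called more in aged and 558 called less. In simulated data the test found 193 of 200 regions whose call probability in all fractions was 0.95 in one age and 0.05 in the other. At 0.8 and 0.2 it found 0 of 200. A change limited to some fractions was not simulated, and even a region called in 14 young and 0 aged libraries had an adjusted p of 0.235 (exact conditional test). The 0 regions past the threshold therefore do not argue against such a change. The region with the smallest p in the aged direction lay in an intron of Sumf1 (chromosome 6, 108164840 to 108165262), called in 15 aged and 1 young library (exact p = 5.51e-06). In order of adjusted p, with ties placed by the difference in calls and then by position, it was followed by regions nearest to Tcp10c (chromosome 17, 13440740 to 13441368), Acadm, Tap2 (chromosome 17, 34218671 to 34219098) and Gm10306 (chromosome 4, 94476783 to 94477509). A region in an intron nearest to Arhgap26 (chromosome 18, 38690528 to 38690971), named after its values were seen, tied with the last at an adjusted p of 0.588 and had a smaller unadjusted p (exact p = 6.61e-05 against 8.27e-05). A region nearest to Cntnap4 (chromosome 8, 113083977 to 113084432), also named after its values were seen, equalled the Gm10306 region in p and in the difference in calls (15 aged and 3 young libraries) and came after it only by position. In the young direction, the smallest p belonged to a region on chromosome X (75734828 to 75735213, nearest to Pls3), called in 14 young and 0 aged libraries (exact p = 3.67e-06). It was followed by 3 regions on chromosome X, starting at 75729748, 75733594 and 75749264, and by 1 on chromosome Y (90765285 to 90765940, nearest to Gm21860). These 5 regions lie mostly in repeated sequence, as does the Tcp10c region (74.3% of its 31-base sequences).

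**Figure D4:**
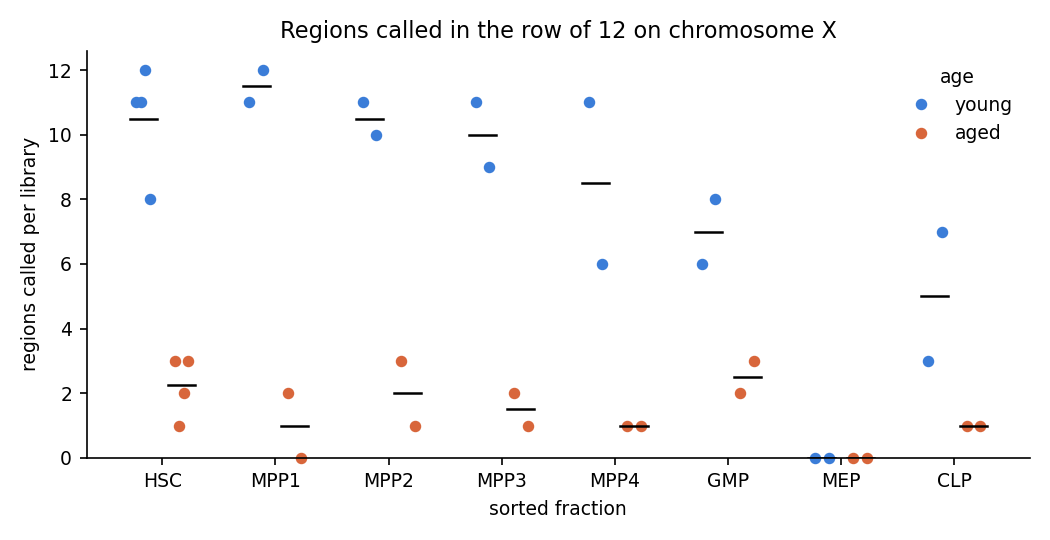
Number of regions called per library (y axis) out of 12 neighbouring regions on chromosome X between 75729748 and 75759426, for each sorted fraction (x axis), with 1 point per library, young in blue and aged in orange, and the group mean as a black line. Young HSC and MPP libraries call at least 6 of the regions, aged ones at most 3, and MEP libraries call 0.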

Values the study reported

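The study reported 102,992 accessible peaks over all fractions, of which 12,098 were at promoters, 41,825 were intergenic and 42,233 were in introns. With duplicates, it reported 281 differentially accessible regions between young and aged HSCs, 201 open and 80 closed in aged HSCs. With the larger set of replicates, it reported 428 open and 119 closed regions. The counts with duplicates rest on an unadjusted p-value and those with the larger set on a false discovery rate.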

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

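The follow-up of the HSC regions into the progenitors was planned, as were equal numbers of peaks and HSC replicates 3 and 4 alone as alternatives. Their use as tests of an explanation, and the other tests here, were chosen only after the results were seen.

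In a group of 4 libraries, a library stood apart when its gap to the nearest other was most of the group's range. Of 18 such comparisons in HSCs 2 stood apart, against 0.9 by chance. Aged HSC replicate 3 had 80 peaks on unplaced scaffolds and the other aged HSC libraries had 71 each. Per 1000 peaks its gap was 0.817 of the range, just under the limit, so a larger number of peaks in that library may explain a part, although so small a change in the gap decides little. Aged HSC replicate 2 had a mean Jaccard index of 0.574 with the other aged HSC libraries, whose own means lay between 0.564 and 0.566. With equal numbers of peaks per library the gap was 0.768 of the range, under the limit, so the number of peaks may explain a part of this difference too. No biological explanation was tested for single libraries.

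The change with age in the HSC aged-only regions was larger in one group of fractions. It was 16.2 points over control in MPP1 to MPP4 and 0.976 in GMPs, MEPs and CLPs, a difference of 15.3 points (ages permuted within fractions, permutation p = 0.00430, adjusted over 6 such comparisons 0.0258). That test sets the difference against no change with age in any fraction. With the 7 fractions assigned to the groups in all 35 ways, the difference did not pass (two-sided exact permutation p = 0.0571, smallest possible 0.0286), so a difference between the groups is not settled. Too few calls in the oligopotent fractions cannot be told apart from a smaller change there. GMPs called the control regions in 46.3% of cases in young libraries, close to MPP2 to MPP4, and showed 1.07 points over control. This value ranged from -1.72 to 3.92 over the alternatives and from -1.30 to 1.92 without single libraries, and in MPP2 the alternatives reached -0.419. The aged-only share itself rose by 4.95 points in GMPs (control 3.89), more than the 2.93 points in MPP3. Some explanations of the rise in MPPs were argued against. With region sets from HSC replicates 3 and 4 alone, which share no replicate number with the progenitors, it was 4.85 points (exact permutation p = 0.0108), although -0.419 in MPP2. With equal numbers of peaks per library it was 15.9 points, and without the 7 regions of mostly repeated sequence it was 15.2 points (exact permutation p = 0.00154 for both). A sequence or copy number difference between the young and the aged mice cannot be told apart from an effect of age by the difference of 15.3 points, because a variant in an element used only in HSCs and MPPs would leave the other fractions unchanged as well. The test with replicates 3 and 4 does not address pools shared among the progenitor fractions of one age, which stay open, as does an effect of age shared by HSCs and MPPs.

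The HSC young-only regions also changed more in MPP1 to MPP4 (-9.10 points) than in GMPs, MEPs and CLPs (-2.10), a difference of -7.01 points (ages permuted within fractions, permutation p = 0.0265), which did not pass after adjustment over the 6 comparisons (0.0794). With the fractions assigned to the groups in all 35 ways the exact permutation p was 0.0286, the smallest possible. Without the 13 young-only regions of mostly repeated sequence the value in MPP1 to MPP4 was -6.78 (exact permutation p = 0.00309), so repeated sequence is not the whole cause of that value. In GMPs, MEPs and CLPs it was then -0.820 (exact permutation p = 0.435). The difference between the groups was not tested without these regions. With equal numbers of peaks per library the value in MPP1 to MPP4 was -4.66 (exact permutation p = 0.0525), so a contribution of unequal peak numbers cannot be told apart from an effect of age.

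The catalogue held 63 regions on chromosome Y, with 4 to 45 peaks per library and a median of 10, although the mice were female. No library of 36 had a peak at the promoters of the single-copy genes Kdm5d, Eif2s3y, Uty and Ddx3y, 0 libraries in all, which argues against male cells. Of the 434 calls on chromosome Y, 83.4% lay in regions of mostly repeated sequence, and 36 of the 63 regions held mostly sequence also found on chromosome X. This is consistent with reads of repeated or shared sequence placed on chromosome Y. Aged libraries had fewer such peaks (9.94 against 14.8 on average; mean difference within fractions -5.44, permutation p = 2.00e-04), but not in HSCs, where the libraries of both ages had 5, 6, 10 and 11, and a biological explanation was not tested.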

How the results depend on the processing

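Every alternative was planned. The differences in peak numbers between ages were past the threshold in no alternative and changed sign, from -423.1 to 163.7 over all fractions and from -5343 to 3194 in HSCs. Without single libraries they ranged from -559.0 (without young GMP replicate 1) to 779.97 (without young GMP replicate 2) over all fractions and from -2691 to 942.8 in HSCs, again past the threshold in none. The overlap within against between fractions, the Jaccard difference between ages over all fractions, the aged-only regions followed into MPP1 to MPP4 (4.85 to 16.5 points) and into GMPs, MEPs and CLPs (0.381 to 2.25), the promoter share and class of aged-only regions, and the 0 regions past the threshold over all fractions kept their direction and side of the threshold in all alternatives other than leaving out libraries. Where not stated otherwise the cause was not tested.

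The Jaccard difference between ages in HSCs was 0.0169 at -log10 q of at least 10 (exact permutation p = 0.0571). It was 0.0294 in replicates 1 and 2 alone and 0.0550 in replicates 3 and 4 alone, where fewer libraries allow no exact permutation p under 0.333. Without single HSC libraries it ranged from 0.0113 to 0.0238 and did not pass when any one of the 8 was left out (exact permutation p from 0.0571 to 0.229, fewer libraries). Over all fractions it ranged from 0.00349 to 0.0121, and was no longer past the threshold without young MPP3 replicate 1 (0.00610), young CLP replicate 1 (0.00431), young CLP replicate 2 (0.00349), aged MPP3 replicate 1 (0.00380), aged MPP4 replicate 1 (0.00521) or aged GMP replicate 1 (0.00544).

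With replicate number as a block, young and aged libraries of the same number as pairs, the HSC Jaccard difference stayed at 0.0172 with an exact permutation p of 0.125, the smallest the 4 pairs allow. The aged-only and the young-only regions followed into MPP1 to MPP4 both had p = 0.00781 (exact permutation). The correlation between the libraries of the 18 pairs, beyond their fraction and age, lay between -0.0296 and 0.0866, the highest in MPP3. In MPP3 and CLPs the split by replicate number gave more regions (2533 and 2149) than the split that crosses numbers and ages (1503 and 1295), so the numbers are not shown to be without structure there.

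The counts of aged-only and young-only regions were 134 and 94 at -log10 q of at least 10, 797 and 2617 in replicates 1 and 2, 2891 and 1326 in replicates 3 and 4, 692 and 745 when 3 of 4 calls sufficed, and 521 and 535 when 1 call in the other age was allowed. Fewer libraries or a looser definition raise such counts by construction. Without single libraries the aged-only count ranged from 245 to 387 and moved by over 1.5 times without young HSC replicate 2 (372), aged replicate 1 (387) and aged replicate 2 (373). The young-only count ranged from 187 to 463 and moved so without young replicate 1 (233), 3 (463) and 4 (291) and aged replicate 1 (287), 2 (246) and 3 (218).

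The young-only regions followed into MPP1 to MPP4 no longer passed with equal numbers of peaks (-4.66, exact permutation p = 0.0525). In GMPs, MEPs and CLPs they passed at -log10 q of at least 5 (-4.16, exact permutation p = 0.0185) and with coverage of 50% of the region (-2.47, exact permutation p = 0.0185), while with at most 1 call allowed in the other age the value was 0.117 (exact permutation p = 0.907). Without single libraries that value ranged from -2.85 to -0.489, and it passed without aged MEP replicate 2 (-2.66, exact permutation p = 0.00926) and aged CLP replicate 2 (-2.85, exact permutation p = 0.0370).

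The log2 odds ratio of promoters in young-only regions no longer passed at -log10 q of at least 5 (0.41) and 10 (0.089), with equal numbers of peaks (0.30), with coverage of 50% (0.50) and with controls matched in width (0.56), and was -0.024 against all HSC regions. Their log2 odds ratio for the HSC and MPP class was -0.20 against all HSC regions (Fisher exact p = 0.557). The number of motif tests past the threshold, 1 as reported, was 2 at -log10 q of at least 5, 4 with equal numbers of peaks, 5 when 3 of 4 calls sufficed, 0 with coverage of 50% and 0 against controls matched in width and GC. Beside RUNX in aged-only regions, which passed in each setting with any pass, these were STAT in young-only regions at -log10 q of at least 5 (Fisher exact test, adjusted p = 0.0492). With equal numbers they were GATA (adjusted p = 0.0185) and IRF (0.0386) in aged-only and GATA in young-only regions (0.0365, exact tests). With 3 of 4 calls they were IRF (adjusted p = 0.0153) and CTCF (0.0364) in aged-only and MEIS (0.0132) and PU.1 (0.0238) in young-only regions (exact tests).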

Other observations

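The counts over other splits of the samples, the exact conditional test over all fractions and its labellings, equal numbers of peaks and the stricter -log10 q were planned. Their use as tests of an explanation, and the other tests here, were chosen only after the results were seen.

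The 365 HSC age-only regions were exceeded or equalled by 1 of 35 splits of the libraries, the age split itself, with 256 as the highest other. With equal numbers of peaks per library the age split was 4.71 times the mean of the other splits and the highest other was 184, which argues against different peak numbers. Among peaks of -log10 q of at least 10 it was 3.45 times the mean, and 1 other split gave 238 against 228, so a contribution of weak peaks near the calling threshold stays open. With at most 1 call allowed in the other age, 3 of the 35 splits gave at least the 1056 regions of the age split (highest other 1133), so under that definition chance is not excluded. A region's direction in replicates 1 and 2 went with its direction in replicates 3 and 4 (odds ratio 21.2 over 540 regions, Fisher exact p = 1.47e-31). These regions include the age-only regions themselves, and regions that differ only between the replicate sets cannot enter, so the value does not decide whether a difference between the sets plays a part. The relation was uneven, with 222 of the aged-only regions of replicates 1 and 2 in the same and 9 in the opposite direction, and 143 and 166 of the young-only ones. Over control regions, the regions of replicates 1 and 2 differed in replicates 3 and 4 by 23.1 points if aged-only and -13.8 points if young-only (control 12.4). Those of replicates 3 and 4 differed in replicates 1 and 2 by 17.2 and -4.07 points (control -17.0).

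The excess of the age split in the duplicates was largest in HSCs. Most of the HSC total of 3414 regions was young-only (2617, against 797 aged-only). The young HSC duplicates held 35186 and 38756 peaks, and the aged ones 31551 and 31706. In the other HSC replicates, 143 of the young-only regions kept their direction and 166 reversed it, against 222 and 9 aged-only ones. A contribution of the larger peak numbers in the young duplicates to the HSC excess thus stays open, beside an effect of age. Over the alternatives the ratio ranged from 1.73 to 2.11 in HSCs, all below the value reported. In the progenitor fractions it lay between 0.877 (MPP3) and 1.39 (CLPs), and its lowest value was also under 1 in GMPs (0.990) and MEPs (0.953). A processing batch marked by the word "new" in the peak names was argued against as the reason for this order by MPP3 and MPP4, where both aged and no young libraries carry it and the ratios were 1.01 and 1.32, against 2.16 in HSCs. A smaller contribution, such as in MPP4, stays open. What the word stands for is unknown.

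Over all fractions, the real count at an adjusted p under 0.05 was 0, so all 100 of 100 labellings matched it by construction and the comparison says nothing about chance. The exact conditional test gave 1169 regions at an unadjusted p under 0.05. At an unadjusted p under 0.01 there were 278 regions, reached by 1 of 100 labellings, the real one, with 118 as the highest other. The labellings treat the fractions as independent, so chance is excluded only as far as their libraries come from separate pools of marrow.

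Regions of low p lay in repeated sequence in one direction. There were 28 regions with an unadjusted p under 0.001 called less in aged libraries, and those on unplaced scaffolds had no repeat value. Of the 26 with a value, 80.8% held mostly repeated sequence, against 4.44% of the other regions that could reach such a p. Of the 26 regions, 8 belong to the single row on chromosome X described below, and neighbouring copies are not independent, so no p is given. Of 30 called more in aged libraries 10.0% did. The share of calls in all other repeated regions differed by -0.00734 points between ages (permutation p = 0.877), so a different handling of repeats as a whole was not seen. That average cannot exclude a different handling of some repeats. At an unadjusted p under 0.01 (exact conditional test), 33 mostly repeated regions were called less and 7 more in aged libraries. Of the other regions 82 were called less and 150 more. On chromosome X, 12 neighbouring regions between 75729748 and 75759426, chosen after their values were seen, were called less in aged libraries in 7 of the 8 fractions, while MEPs called 0 at both ages (mean difference -6.47 regions, permutation p = 1e-05, the smallest they can give). That p is no independent test, since the regions were chosen for fewer calls in aged libraries. The next region along the chromosome (75764132 to 75764964) was called in 15 young and 17 aged libraries. The recovered depth varied by 0.050% (SD over mean) between libraries, which argues against depth. A copy number difference between the mice may explain both patterns, and cannot be told apart from an effect of age on repeats because each age came from other mice.

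MEP libraries held the fewest peaks. Their recovered depth of 8.99 M reads equalled that of the others, which argues against fewer reads. At the 5335 regions called in all libraries, the median fold enrichment was 7.64 on average in MEP libraries (7.52 to 7.77) and 11.6 to 20.3 in the others, which is consistent with a lower signal over background in the MEP libraries. A biological difference was not tested.

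The fragment length used in peak calling may affect peak numbers. Over the 24 HSC and MPP libraries the number of peaks and the smallest peak width had r = -0.406 (permutation p = 0.0510) and rho = -0.243 (permutation p = 0.252). Without the 2 libraries of farthest width r was 0.0346 (permutation p = 0.880) and rho -0.0380 (permutation p = 0.866), so the relation rests on those libraries and the explanation cannot be told apart from chance.

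Regions called in all 4 aged and no young HSC libraries numbered 222. This is lower than the study's count of regions open in aged HSCs with the larger replicate set. The young-only regions numbered 143, which is higher than the study's count of closed regions, and the definitions differ.

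In replicates 1 and 2 alone, 797 regions were aged-only and 2617 young-only. Both are higher than the study's counts with duplicates, and the definition differs. The direction differs too, since the study reported more open than closed regions in aged HSCs with duplicates.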
